A study of Mus musculus with 4 samples. Its data were reported in "Acute injury to the mouse carotid artery provokes a distinct healing response" (2023).

How the data were processed

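Single-cell RNA-sequencing libraries of mouse carotid arteries were analysed, with 1 library from before wire injury (day 0) and 1 library each from days 3, 7 and 14 after it. In wire injury, a wire passed through the vessel strips its inner lining. The study describes its own model as a deep form that also disrupts the inner elastic layer of the wall. Per the study's methods, vessels of several male mice were pooled for each time point, vessels with a thrombus were left out, the tissue was digested in the same way at each time point, dead cells were removed, and libraries were made with a droplet 3′ kit that carries unique molecular identifiers (UMIs). The deposited matrices hold raw UMI counts per gene and cell barcode, without normalization, and the barcodes are those that the authors' Cell Ranger run called as cells. The file headers name Cell Ranger 3.0.2, whereas the methods text names another version. The reads were not realigned. The genome build of the mouse reference is not stated in a usable form, so genes are given by symbol and Ensembl identifier and no coordinates are printed. All 4 libraries list the same 31053 genes, of which 20506 had at least 1 UMI.

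Barcodes with fewer than 200 genes or over 20% mitochondrial UMIs were removed, which applied to 453 of 6161 barcodes. Doublets were scored per library with Scrublet in scanpy 1.11.5. Its own threshold marked 9 barcodes in all, too few to be credible. The barcodes with the highest scores were therefore removed at a rate set in advance, 0.8% per 1000 barcodes of a library. That rate marked 106 barcodes, or 1.72%, some of which also failed the other filter. The deposited files carry no note of an earlier doublet removal. The 5623 cells kept comprised 329, 1509, 2693 and 1092 cells of days 0, 3, 7 and 14, with median UMI counts of 5767, 4840, 6357 and 9497.

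The libraries were clustered together. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen, the share of mitochondrial UMIs was regressed out, and 30 principal components with 15 neighbours entered Leiden clustering at resolution 1 (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, anndata 0.12.19). The genes of the lists compared below were left out of the variable genes, so that their levels could be compared between clusters. Clusters were named from marker genes fixed before the data were examined, and each name stands for resemblance alone ("fibroblast-like"). The lists of markers, the processing alternatives, the measures and the rule for naming genes were also fixed before the data were examined. A marker counted when its CPM was at least 50, it was seen in at least 10% of the cells of the cluster, and its level (with 20 CPM added) was at least 3 times the lower quartile of the clusters. A name needed 3 such markers and no excess of another class among the 10 leading genes by fold.

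The naming rule was made stricter after the data were examined. Clusters with a median UMI count under 0.333 of their library's needed 2 of their own markers among the 10 leading genes, and unnamed clusters of at least 60 cells were split once more. The need for leading markers kept 2 clusters out of a class. One of them, with 1 such marker, would otherwise have been smooth muscle-like. It held 3.65%, 4.17%, 0.446% and 1.01% of the cells of days 0, 3, 7 and 14. With it, the smooth muscle-like share would have been 9.42%, 10.3%, 3.16% and 8.15%. The other, with no such marker, would otherwise have been fibroblast-like and held 0, 6, 25 and 23 cells of days 0, 3, 7 and 14. With it, the fibroblast-like share would have been 71.1%, 14.3%, 7.17% and 47.6%. Gene levels and cycling shares were not recomputed with these 2 clusters. The 24 clusters became 32 and gave 10 classes, and 885 cells (15.7%) stayed unnamed. A cluster of 100 cells led by cell cycle genes was divided by the class of each cell's nearest neighbours, with at least 60% of them needed, and 99 of its cells received a class.

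The leading genes by fold of the named clusters were as follows. Fibroblast-like clusters were led by Clec3b and Gsn, by Rbp4 and Lamc3, by Igfbp5 and Sema3c, and by C1qtnf3 and Angptl1, and a further one was led by the stress and immune genes Saa3 and Cxcl5. Smooth muscle-like clusters were led by Myh11 and Tagln and by Hspb7 and Acta2, and the endothelial-like cluster by Pecam1 and Cytl1. Monocyte/macrophage-like clusters were led by Plac8 and Chil3, Ms4a7 and C1qa, Pf4 and Ccl6, Mgl2 and Ccl17, and the interferon-response genes Ifit1 and Cxcl10. Dendritic-like clusters were led by Cd209a and Clec10a, Cxcl9 and Cd209a, Ifi205 and Irf8, Ccr7 and Ccl22, and Ciita and Wdfy4. The neutrophil-like cluster was led by S100a9 and S100a8, T cell-like clusters by Icos and Cd3g, Ccl5 and Cd3d, and Trdc and Cd163l1, the NK cell-like cluster by Gzma, the B cell-like cluster by Igkc and Cd79a, and the plasmacytoid dendritic-like cluster by Siglech. The study's own cell annotation was not used here, so a difference from the study may come from the rebuilt names.

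Fibroblast-like, smooth muscle-like and endothelial-like cells, called non-immune below, were clustered again at resolution 0.5, and the sub-clusters were compared by number. Shares of cells carry exact Clopper-Pearson 95% intervals, and a count of 0 is given with the share that 3 cells would make. Counts were summed per class and time point and given as CPM, the UMIs of a gene per 1000000 UMIs of the sum. Ratios of 2 sums, and of 2 shares, carry exact conditional binomial 95% intervals. Log2 ratios were taken after adding 10 CPM to both levels. For a list of genes, the median log2 ratio over genes with at least 20 UMIs is given with an interval from 1000 Poisson redraws of the counts, and with its percentile among 10000 random lists of the same size, each gene drawn from the 100 nearest in mean level. All intervals cover counting error only. With 1 library per time point there were no replicates, so no test between time points was made, no p-value is given, and no count of changed genes is given.

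The lists held 5 genes that the study's text names for its SEM cells, 3 transcription factor genes, 10 contractile genes, 11 matrix genes, 9 inflammatory genes, 9 resident or repair macrophage genes and 15 proliferation genes, and Pdgfra and Cnn1 as references. The first 2 lists were shortened after the design was fixed, because the other genes planned for them could be read from figures alone. Cycling cells were counted by at least 2 UMIs of the proliferation genes and, separately, by a phase score from 43 S phase and 52 G2/M genes, after thinning every cell to 1000 UMIs and leaving out shallower cells, in classes with at least 20 cells.

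Genes were named by a fixed rule of size. For each class with at least 50 cells in both libraries compared, these were the 5 genes with the largest rise and the 5 with the largest fall in log2 ratio, against day 0, or against day 3 where day 0 had too few cells. A gene needed at least 100 UMIs in the 2 sums and 50 CPM in the higher one. Mitochondrial, ribosomal protein, haemoglobin and immunoglobulin genes, cell type markers, Xist and Y-linked genes were left out, as were genes over 10 times higher in another class of the same library, where free RNA would matter. One gene named by this rule is not reported here.

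The measures were tested on simulated data. In counts simulated on the fibroblast-like cells of days 0 and 3, 2961 genes were compared, of which 189 were changed. The intervals held the true ratio for 95.2% of genes, 10 of 10 named genes were truly changed, the raised list stood at percentile 100, and 5 of 100 unchanged lists fell outside the central 95%. These counts held Poisson noise alone, which is the error that the intervals assume. The simulation therefore could not show how well the intervals hold where cells of a class differ. In 4738 simulated cells, 94.1% received the right class and 0.0633% another one. Each was drawn from the sum of its own class and library, so neither differences within a class nor the unnamed cells were simulated. The 278 simulated cells left unnamed were all fibroblast-like, so the naming can lose cells of that class.

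The alternatives tried were no filter on barcodes and a stricter one (500 genes, 10% mitochondrial UMIs), no doublet removal and removal at a rate 2 times as high, Leiden resolutions of 0.5 and 2, all variable genes, no regression on the mitochondrial share, each library clustered on its own, sub-cluster resolutions of 0.3 and 0.8, the mean of each cell's CPM in place of summed counts, CPM without mitochondrial, ribosomal protein and haemoglobin genes, cells with a Ptprc UMI left out, no thinning and thinning to 1500 UMIs, 1 UMI in place of 2 for a cycling cell, 1 CPM added in place of 10, and a filter of 20 UMIs and 10 CPM for named genes. Those without the smooth muscle-like cells of a mixed sub-cluster, without all cells of that sub-cluster, and without endothelial-like cells were chosen after seeing the data. Lists of cartilage genes, genes of developing T cells and Y-linked genes were written for the closing section. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The study's other datasets were not analysed here.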

Results

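The response of the mouse carotid artery to wire injury was followed by single-cell RNA-sequencing before injury (day 0) and on days 3, 7 and 14 after it. Each time point was represented by 1 library, so there were no replicates, and every interval below covers counting error only. The libraries of days 0, 3, 7 and 14 held 333, 1689, 3001 and 1138 cell barcodes, with 2672722, 18989081, 27973418 and 13329564 UMIs in total. Median UMI counts per barcode were 5688, 4325, 5620 and 9028.5. After filtering, 329, 1509, 2693 and 1092 cells remained. Day 0 thus rested on far fewer cells than the later time points. Its shares of fibroblast-like, smooth muscle-like, endothelial-like and T cell-like cells carried the widest intervals of the time points. With a single library per time point, a difference between days was not separated from a difference between libraries.

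The study asked how the cell composition of the vessel changed after injury. Immune-like classes together made up 7.90% of the cells at day 0 (95% interval 5.23 to 11.4), 66.7% at day 3 (64.3 to 69.1), 68.0% at day 7 (66.2 to 69.7) and 34.3% at day 14 (31.5 to 37.2). Unnamed cells made up 13.1%, 10.7%, 20.9% and 10.8% of the same libraries. Fibroblast-like cells accounted for 71.1% of cells at day 0 (65.9 to 76.0), 13.9% at day 3 (12.2 to 15.8), 6.24% at day 7 (5.35 to 7.22) and 45.5% at day 14 (42.5 to 48.5). Relative to day 0, the fibroblast-like share was 0.196 times as large at day 3 (0.162 to 0.237), 0.0877 times at day 7 (0.0715 to 0.107) and 0.640 times at day 14 (0.547 to 0.751). Among the alternatives, clustering each library on its own moved the first of these ratios most, to 0.273.

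Smooth muscle-like cells made up 5.78% of cells at day 0 (3.51 to 8.87), 6.10% at day 3 (4.94 to 7.42), 2.71% at day 7 (2.13 to 3.40) and 7.14% at day 14 (5.69 to 8.83). The ratio to day 0 was 1.06 at day 3 (0.639 to 1.83) and 1.24 at day 14 (0.742 to 2.16), so no change was detectable at this depth, whereas it was 0.469 at day 7 (0.280 to 0.824). The day 0 value rested on 19 cells. When each library was clustered on its own, 63 smooth muscle-like cells were named at day 0, and the ratios became 0.235, 0.165 and 0.335. The share of endothelial-like cells lay between 2.13% and 2.58% at all 4 time points, with 7 cells at day 0, and its ratios to day 0 had intervals that spanned 1. No endothelial-like cell was named at day 0 when each library was clustered on its own.

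Monocyte/macrophage-like cells rose from 0.912% at day 0 (0.188 to 2.64) to 32.5% at day 3 (30.1 to 34.9), 30.0% at day 7 (28.3 to 31.8) and 15.9% at day 14 (13.8 to 18.2). Their day 14 share was 0.491 times that of day 3 (0.410 to 0.585), and 0.712 times when each library was clustered on its own. Neutrophil-like cells made up 15.6% of cells at day 3 (13.8 to 17.5) and 4.38% at day 7 (3.64 to 5.22), a ratio of 0.281 (0.224 to 0.352). No neutrophil-like cell was found among 329 cells at day 0, which allows a share of up to 0.912%, or among 1092 cells at day 14, which allows up to 0.275%. Dendritic-like cells made up 9.34%, 11.9% and 4.30% of cells at days 3, 7 and 14, and NK cell-like cells 3.84%, 5.94% and 3.02%. When each library was clustered on its own, no cell of either class was named at day 14, against 47 and 33 here. Neither was found at day 0, within the same limit. T cell-like cells made up 6.99%, 4.64%, 14.0% and 9.07% of cells at days 0, 3, 7 and 14. B cell-like cells stayed under 2% and plasmacytoid dendritic-like cells at or under 1.26% at each time point.

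To remove the effect of infiltrating immune cells on the denominator, the non-immune classes were also compared with one another, over 260, 341, 300 and 599 cells of days 0, 3, 7 and 14. Fibroblast-like cells made up 90% of them at day 0, 61.6% at day 3, 56% at day 7 and 83.0% at day 14. The smooth muscle-like share was 7.31% at day 0 (4.46 to 11.2), 27.0% at day 3 (22.3 to 32.0), 24.3% at day 7 (19.6 to 29.6) and 13.02% at day 14 (10.4 to 16.0). Its ratios to day 0 were 3.69 (2.24 to 6.41), 3.33 (1.99 to 5.84) and 1.78 (1.07 to 3.12), but these reversed to 0.788, 0.988 and 0.696 when each library was clustered on its own. The rise in the smooth muscle-like share among non-immune cells thus depended on whether the libraries were clustered together. The endothelial-like share was 2.69% at day 0 (1.09 to 5.47), 11.4% at day 3 (8.26 to 15.3), 19.7% at day 7 (15.3 to 24.6) and 4.01% at day 14 (2.58 to 5.90).

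The study re-clustered its non-immune cells and described a population apart from fibroblasts and smooth muscle cells. Here, 9 sub-clusters were obtained, numbered N0 to N8, against 7 and 11 at resolutions of 0.3 and 0.8. Sub-cluster N4, of fibroblast-like cells, held 44.6% of non-immune cells at day 0 (38.5 to 50.9) and 0.293%, 1.33% and 5.34% at days 3, 7 and 14. Sub-cluster N0, almost all of fibroblast-like cells, held 0.769%, 0.293%, 26.7% and 51.9% at days 0, 3, 7 and 14. Sub-cluster N2 held 1.54% at day 0 (0.421 to 3.89), 35.2% at day 3 (30.1 to 40.5), 23.7% at day 7 (19.0 to 28.9) and 1.17% at day 14 (0.471 to 2.39). It was mixed, with 150 fibroblast-like, 49 smooth muscle-like and 3 endothelial-like cells, and had a median of 46318.5 UMIs per cell. Its median doublet score was 0.065, against 0.049 over all other non-immune cells. Its cells gave 96.1% of the UMIs of fibroblast-like cells at day 3 and 35.1% at day 7, and 51.1% and 69.0% of those of smooth muscle-like cells, so the summed levels of these classes on those days depended on it. Sub-cluster N3, of 165 smooth muscle-like cells, held 3.08%, 14.4%, 13.3% and 11.4%. Sub-cluster N7, of 43 fibroblast-like cells, held 9% at day 7 (6.01 to 12.8) and at most 2.17% at the other time points. Sub-clusters N4 and N0 came mostly from the libraries of day 0 and day 14, and such sub-clusters may reflect the library and not a cell type. At a resolution of 0.8, the day 14 share of N0 moved to 32.6% and the day 3 share of N2 to 24.9%.

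**Figure D1:**
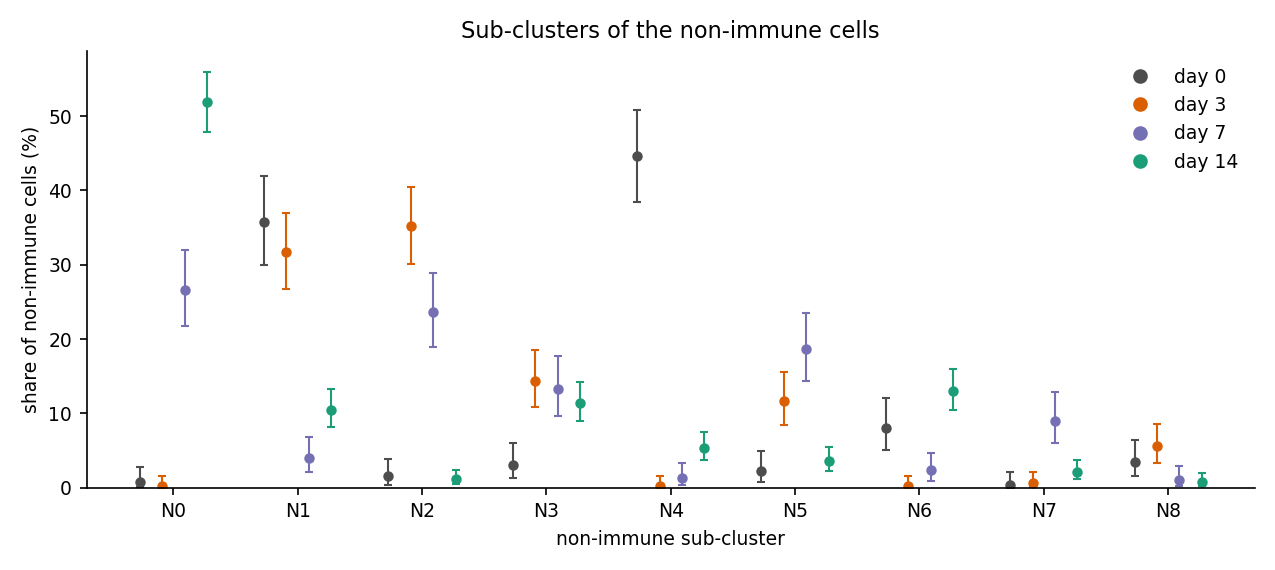
Share of the non-immune cells of each library (vertical axis, %) in sub-clusters N0 to N8 (horizontal axis), for days 0, 3, 7 and 14, with bars for exact 95% binomial intervals. N4 held 44.6% at day 0, N2 held 35.2% at day 3 and N0 held 51.9% at day 14.

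The study attributed a population that appeared at day 7 to SEM cells, a state described for smooth muscle cells that takes on genes of stem cells, endothelial cells and monocytes. The 5 genes its text names for these cells were therefore measured in all non-immune cells. Their median log2 ratio to day 0 was 0.98 at day 3 (0.95 to 1.01), 1.56 at day 7 (1.53 to 1.59) and 1.72 at day 14 (1.48 to 1.94), at percentiles 99.5, 99.95 and 99.98 of matched random lists. Without the mixed sub-cluster N2, an alternative chosen after seeing the data, the day 3 value reversed to -0.29, and the values of days 7 and 14 were 1.59 and 1.69. The mean of each cell's CPM moved the day 3 value to 0.26. Col1a1 (ENSMUSG00000001506) rose from 4780.2 CPM at day 0 to 9449 CPM at day 3, 14128 CPM at day 7 and 18179 CPM at day 14. Lgals3 (ENSMUSG00000050335) rose from 8.48 CPM to 128 CPM, 99.3 CPM and 50.9 CPM, which was 15.1 (9.73 to 24.8), 11.7 (7.53 to 19.3) and 6.00 (3.85 to 9.91) times its day 0 level. In fibroblast-like cells alone, it stood at 5.36 CPM at day 0 and 104.7, 58.8 and 22.7 CPM at days 3, 7 and 14. In smooth muscle-like cells it stood at 67.1 CPM (7 UMIs) and 177, 154 and 175 CPM. The pooled ratios can thus partly come from the mix of classes, which differed between days. In the monocyte/macrophage-like class, Lgals3 stood at 1697 CPM. At day 14, 93 of the 524 Lgals3 UMIs came from 24 endothelial-like cells, in which Lgals3 stood at 1733 CPM and the macrophage gene Lyz2 at 1211 CPM. Without endothelial-like cells, also chosen after seeing the data, the day 14 median was 1.52. Fn1 (ENSMUSG00000026193) was 4.92 (4.58 to 5.30), 7.63 (7.10 to 8.21) and 5.95 (5.54 to 6.40) times higher than at day 0. Cebpb (ENSMUSG00000056501) changed little, with ratios of 1.08 (0.990 to 1.17), 0.982 (0.902 to 1.07) and 0.801 (0.737 to 0.872).

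The levels of these genes were compared between the non-immune sub-clusters. In N0, Col1a1 stood at 22087 CPM and Lgals3 at 25.8 CPM, and in N7 at 28932 CPM and 41.6 CPM. N2 held 11870.2 CPM of Col1a1 and 128.5 CPM of Lgals3, with the highest Cebpb of the 9 sub-clusters (374 CPM), and the smooth muscle-like N3 held 2310.03 CPM and 156.7 CPM. Lgals3 was highest in the shallow, smooth muscle-like N8, at 394.1 CPM (233.6 to 622.8) on 18 UMIs, with 634.9 CPM of Col1a1. In the endothelial-like N5 it stood at 248.6 CPM with 317.5 CPM of Col1a1, and in endothelial-like cells it stood at 39.9 CPM, 188.9 CPM and 1733 CPM at days 3, 7 and 14. The fibroblast reference gene Pdgfra (ENSMUSG00000029231) was present at 197.5 CPM in N0, 251.8 CPM in N2 and 259 CPM in N7, and the smooth muscle reference gene Cnn1 (ENSMUSG00000001349) at 3.00 CPM, 55.9 CPM and 3.20 CPM. Pdgfra was higher in the other sub-clusters of mostly fibroblast-like cells, at 496.7 CPM in N4, 380.5 CPM in N1 and 332.0 CPM in N6. The macrophage gene Lyz2 stood at 20.6 CPM, 22.5 CPM and 41.6 CPM in N0, N2 and N7, and at 147.1 CPM in N5 and 87.6 CPM in N8 (4 UMIs), against 10511 CPM in the monocyte/macrophage-like class. The study's cell annotation was not used here, so its SEM cells were not matched to a sub-cluster. An unnamed cluster of 331 day 7 barcodes held both gene sets, at a median of 756 UMIs per barcode.

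Of the transcription factor genes, Runx1 (ENSMUSG00000022952) was 2.99 (2.35 to 3.85), 5.37 (4.24 to 6.89) and 3.20 (2.52 to 4.12) times higher than at day 0 in non-immune cells of days 3, 7 and 14. Stat3 (ENSMUSG00000004040) was 1.41 (1.20 to 1.67), 1.77 (1.51 to 2.096) and 1.40 (1.19 to 1.66) times higher. Klf4 (ENSMUSG00000003032) was lower, at 0.573 (0.531 to 0.618), 0.486 (0.449 to 0.526) and 0.793 (0.739 to 0.852) times its day 0 level. The study's text names Stat3 and Runx1 for its carotid SEM cluster. It names Klf4 for a SEM subgroup of its integrated data, whereas its carotid SEM cells lay almost all in another subgroup. The median log2 ratio over these 3 genes was 0.44, 0.75 and 0.44, at percentiles 89.3, 97.6 and 95.7 of matched random lists, and the mean of each cell's CPM moved the day 7 median to 1.32. The values 0.44, 0.75 and 0.44 were those of Stat3, between a higher Runx1 and a lower Klf4. Without N2, the day 3 median reversed to -0.22. Runx1 was highest in N7, at 313.4 CPM, against 229.2 CPM in the monocyte/macrophage-like class, and Stat3 stood at 195.1 CPM in N7 against 147.6 CPM in that class.

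Loss of contractile genes is the dedifferentiation that the study describes for smooth muscle cells after injury. In smooth muscle-like cells, the median log2 ratio of 10 contractile genes to day 0 was -1.03 at day 3 (-1.20 to -0.83), -1.36 at day 7 (-1.61 to -1.13) and -0.22 at day 14 (-0.43 to -0.08). At day 7 it was taken over 9 genes, as Pln had under 20 UMIs. The day 14 value turned to 0.34 when each library was clustered on its own and to 0.15 with the mean of each cell's CPM. These medians stood at percentiles 0.24, 0.07 and 9.94 of matched random lists. The mean of each cell's CPM moved the day 3 value most, to -0.13. The day 0 reference was 19 cells with a median of 1021 UMIs, against 92, 73 and 78 cells with medians of 20988, 17269 and 14880 UMIs. Of the 19, 12 came from the shallow cluster led by Hspb7 and Acta2. The class was named from smooth muscle markers such as Acta2, so cells that had lost them could be left out. The cluster kept out of the class, with 12 cells of day 0 and 63 of day 3, did not enter these values. Without the smooth muscle-like cells of the mixed sub-cluster N2, an alternative chosen after seeing the data, the values were -0.39 at day 3 and -0.44 at day 7. Between days 3 and 14, where both sums were deep, the median log2 ratio was 0.72 (0.61 to 0.87) and all 10 genes were higher at day 14, although Actg2 and Myocd differed by less than counting error. N2 gave 23 of the 92 cells at day 3 and 1 of the 78 at day 14, and without it the median was 0.25 (0.10 to 0.31), with 7 of the 10 genes higher. Itga8 fell to 0.314 (0.279 to 0.354) of its day 0 level at day 3, and Cnn1 to 0.382 (0.304 to 0.485) at day 7. The median over all genes compared at day 7 was 0.12, against which the day 7 value is to be read.

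Matrix genes were measured in fibroblast-like cells to follow remodelling of the adventitia. The median log2 ratio of 11 matrix genes to day 0 was 1.84 at day 3 (1.71 to 1.99), 2.71 at day 7 (2.61 to 2.80) and 1.98 at day 14 (1.84 to 2.05), each at percentile 100 of matched random lists. Taking the mean of each cell's CPM moved the day 3 value most, to 1.28. Without the 10 CPM added, and with the 0 UMIs of Tnc at day 0 taken as 3, the medians were 1.89, 2.76 and 2.02. Without the cells of N2, they were 1.65, 2.69 and 1.98. All 11 genes were higher than at day 0 on each day, although Col12a1 at day 3 and Timp1 at day 14 differed from day 0 by less than counting error. Col3a1 was 4.97 (4.86 to 5.08), 7.88 (7.71 to 8.06) and 7.48 (7.32 to 7.65) times its day 0 level, and Postn 3.01 (2.71 to 3.35), 14.6 (13.2 to 16.2) and 11.6 (10.5 to 12.8) times. Timp1 peaked at day 3, at 9.95 times its day 0 level (9.15 to 10.8).

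Inflammation and its resolution were followed in monocyte/macrophage-like cells against day 3, as day 0 held 3 such cells. The makeup of this class differed between days. The cluster led by Pf4 and Ccl6 held 295, 71 and 12 cells of days 3, 7 and 14. That led by Plac8 and Chil3 held 91, 423 and 16, and that led by Ms4a7 and C1qa 23, 242 and 134. The ratios below can thus partly come from the mix of clusters, and levels within a cluster were not compared. The median log2 ratio of inflammatory genes was 1.28 at day 7 (1.22 to 1.34) and 2.28 at day 14 (2.11 to 2.46), both at percentile 100, and the mean of each cell's CPM moved the day 7 value to 1.04. Cxcl2 was 2.87 (2.79 to 2.96) and 6.18 (5.97 to 6.40) times its day 3 level, and Ccl4 2.37 (2.25 to 2.49) and 8.25 (7.81 to 8.72) times. Ccl2 moved the other way, to 0.560 (0.541 to 0.580) and 0.473 (0.439 to 0.509) of its day 3 level. Nos2 had 2, 3 and 0 UMIs at days 3, 7 and 14, too few to compare. Il6, with 1 UMI at day 14 against 7 at day 3, was also too low at day 14. The inflammatory median was therefore taken over 8 genes at day 7 and 7 genes at day 14. Resident or repair genes had median log2 ratios of -0.82 at day 7 (-1.02 to -0.69) and -0.78 at day 14 (-0.92 to -0.59), at percentiles 0 and 0.04. Without the 10 CPM added, and with 0 UMIs taken as 3, these medians were -1.85 and -1.001. The mean of each cell's CPM moved the day 14 value most, to -0.14. This list did not move as one, since Trem2 was 2.12 (1.95 to 2.31) and Gpnmb 4.47 (3.04 to 6.61) times higher at day 14, whereas Arg1 was 0.0143 (0.00462 to 0.0334) and F13a1 0.271 (0.234 to 0.313) times its day 3 level.

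**Figure D2:**
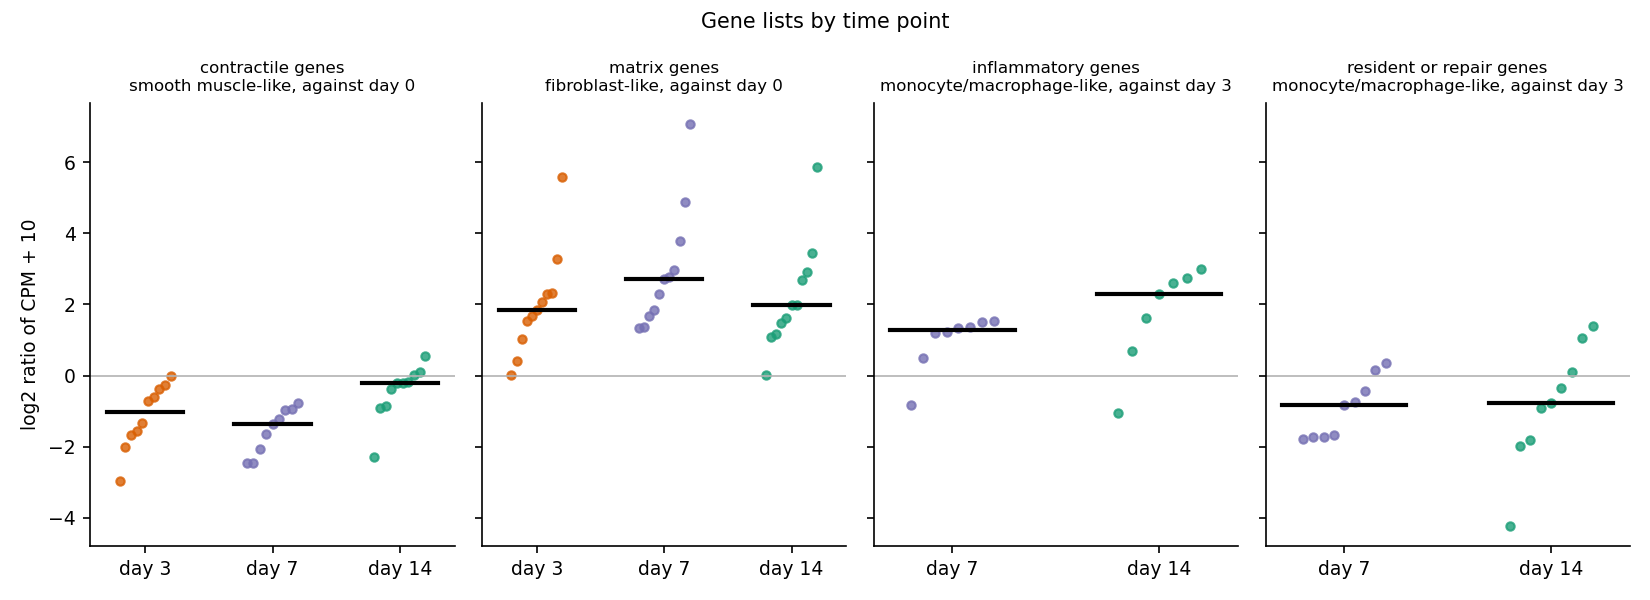
Log2 ratio of CPM with 10 CPM added (vertical axis) for each gene with at least 20 UMIs of 4 lists, by day (horizontal axis), against day 0 for smooth muscle-like and fibroblast-like cells and against day 3 for monocyte/macrophage-like cells. Each point is a gene and each black bar is the list's median, from -1.36 for contractile genes at day 7 to 2.71 for matrix genes at day 7. The contractile median at day 14, -0.22, turned positive under 2 alternatives.

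Cycling cells were counted by proliferation genes after thinning each cell to 1000 UMIs. Among fibroblast-like cells, 0 of 209 were cycling at day 0, which allows up to 1.44%, and the share was 9.02% at day 3 (4.75 to 15.2), 3.61% at day 7 (1.34 to 7.70) and 0.207% at day 14 (0.00524 to 1.15). Their list CPM followed the same order, at 7.59, 929, 262 and 93.5. Leaving out the thinning moved the shares of days 3, 7 and 14 most, to 17.6%, 19.0% and 2.62%, and gave 0.855% at day 0. The thinning left out 25, 77, 2 and 14 shallower cells. Neutrophil-like cells, which do not divide in tissue, served as background, with 0.446% at day 3 (0.0113 to 2.46) and 0 of 106 at day 7. Their median depth before thinning was 2902.5 UMIs at day 3, against 33731 UMIs in fibroblast-like cells.

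Endothelial-like cells had the highest cycling share at day 3, 45.8% of 24 cells (25.6 to 67.2), and 5% of 40 cells at day 7 (0.611 to 16.9), with list CPM of 4518 and 1031. Thinning left out 15 and 19 of these cells, and the unthinned shares were 59.0% and 20.3%. In smooth muscle-like cells the share was 11.1% at day 3 (5.21 to 20.0), 5.48% at day 7 (1.51 to 13.4) and 0 of 73 at day 14, which allows up to 4.11%. As the list CPM was 559 at day 3 and 932 at day 7, no order between those days was read from the shares. The unthinned shares were 28.3%, 30.1% and 3.85%, with 11, 0 and 5 shallower cells left out. Over the alternatives, the day 3 share lay between 1.75% with doublets removed at the higher rate and 28.3% without thinning. By sub-cluster, 15.8% of N2 cells were cycling at day 3 (9.81 to 23.6) and 14.3% at day 7 (7.07 to 24.7), whereas 0 of 48 and 0 of 40 were in the smooth muscle-like N3 on those days. The unthinned N2 shares were 45.8% and 53.5%, and the unthinned N3 shares 8.16% and 5%.

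Monocyte/macrophage-like cells had cycling shares of 4.81% at day 3 (3.07 to 7.13), 2.63% at day 7 (1.64 to 3.99) and 3.55% at day 14 (1.16 to 8.08), against unthinned shares of 16.3%, 14.2% and 17.2%, with 12, 10 and 33 shallower cells left out. T cell-like cells had 26.1% of 23 cells at day 0 (10.2 to 48.4), and 6.06%, 2.69% and 3.23% at days 3, 7 and 14, against unthinned shares of 39.1%, 20%, 12.2% and 6.06%, with 0, 4, 4 and 6 cells left out. The day 0 T cell-like cells included 10 with genes of early T cell development. By a phase score, taken here after thinning, the share in S or G2/M ranged from 15% to 83.3% over classes and days and was 29.2% in fibroblast-like cells at day 0 and 35.7% in neutrophil-like cells at day 3. After thinning, it did not set apart the classes that lacked proliferation genes. Without thinning, it ranged from 2.56% to 87.2% and gave 6.41% in fibroblast-like cells at day 0 and 22.9% at day 3, against 35.3% thinned at day 3, and 26.4% in neutrophil-like cells at day 3.

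**Figure D3:**
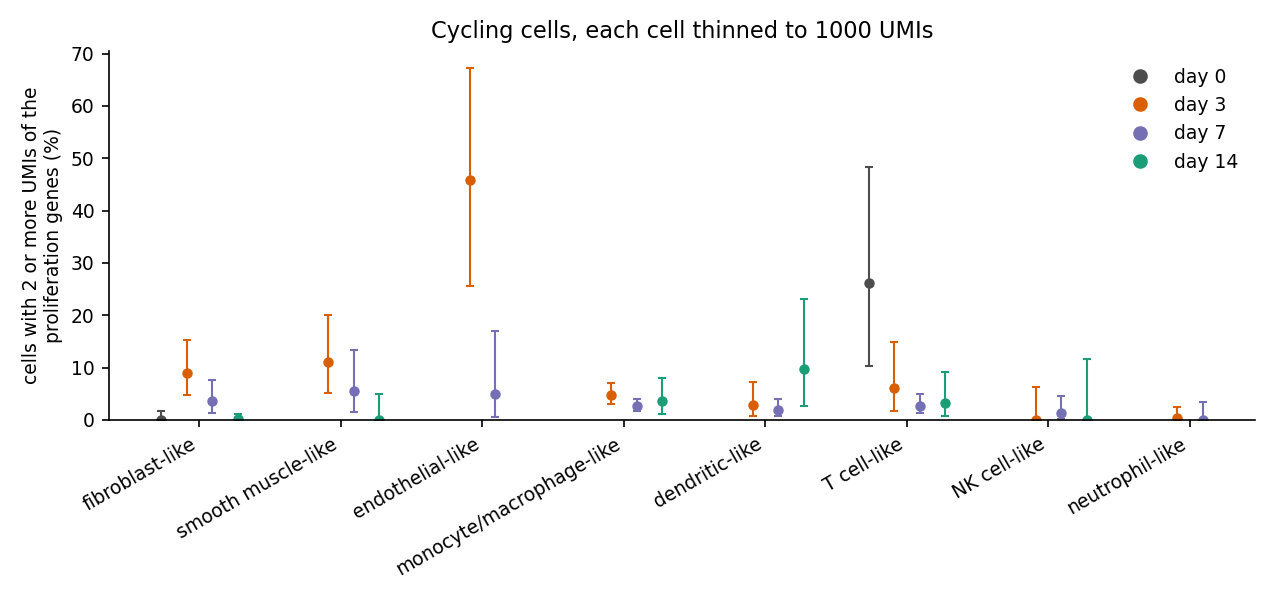
Share of cells with at least 2 UMIs of the proliferation genes after thinning to 1000 UMIs (vertical axis, %), by class (horizontal axis) and day, with bars for exact 95% binomial intervals. Endothelial-like cells at day 3 stood highest, at 45.8% of 24 cells, and neutrophil-like cells gave the background of 0.446% at day 3.

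The genes with the largest changes were named by the fixed rule in 12 comparisons of a class between days. With 1 CPM added in place of 10, with the mean of each cell's CPM, and with the lower filter, 86 to 97 of the 120 genes were named again, and the direction was kept by 120 of 120, 117 of 117 and 120 of 120 genes that could be measured. In fibroblast-like cells, Saa3 (ENSMUSG00000040026) was at least 2653-fold higher at day 3 than at day 0, where it had no UMI. Ccl2 (ENSMUSG00000035385) was 2111 times higher (379 to 83395) and Ccl7 (ENSMUSG00000035373) 1724 times higher (309 to 68122), each against 1 UMI at day 0. Lcn2 and Cthrc1 completed the 5 rises. Of the day 3 UMIs, 80.0 of 19144 for Saa3, 42 of 5077 for Ccl2, 6 of 4147 for Ccl7 and 4 of 3772 for Lcn2 lay outside the mixed sub-cluster N2. In the cells outside it, Saa3 was still at least 277-fold higher than at day 0, Ccl2 436 times (74.1 to 17631), Ccl7 62.3 times (7.56 to 2866) and Lcn2 10.4 times (1.93 to 55.8). Abca8a fell to 0.0523 (0.0450 to 0.0606) of its day 0 level, followed by Fmod, C7, AI507597 and Igfbp5. Outside N2 these falls kept their direction but were much smaller. Abca8a stood there at 0.467 (0.364 to 0.592) of its day 0 level and Fmod at 0.276 (0.170 to 0.424). C7 stood at 0.463, AI507597 at 0.344 and Igfbp5 at 0.533. At day 7, Cthrc1 (ENSMUSG00000054196) was 640.2 times higher than at day 0 (294 to 1745), followed by Saa3, with 17 of 3248 UMIs outside N2, Thbs1, Tnc and Ccl2, and Gm9780 was 0.0218 (0.0156 to 0.0296) times its day 0 level, followed by C7, Rbp4, AI507597 and Plac9b. At day 14, Cthrc1 was 271 times higher (124 to 739), followed by C1qtnf3, Col2a1, Col8a1 and Thbs4. Col2a1 (ENSMUSG00000022483) was at least 222-fold higher than at day 0, but all of its 2663 UMIs came from 22 of the 497 fibroblast-like cells. Gm9780, AI507597, Adamtsl2, C7 and Lamc3 fell most at day 14.

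In monocyte/macrophage-like cells, Gdf15 (ENSMUSG00000038508) was 39.2 times higher at day 14 than at day 3 (30.6 to 50.9), followed by Retnla, Cd83, Rgs1 and Gm17056. Retnla rested on 1 UMI at day 3, with a ratio of 1057 (188 to 41910.0). Vcan (ENSMUSG00000021614) fell to 0.0130 (0.00478 to 0.0284) of its day 3 level, followed by Arg1, Fn1, Ccl6 and Mmp19. The median log2 ratio over all genes in this comparison was -0.16, against which these changes are to be read. At day 7, Cxcl9 was 645 times higher (116 to 25509) against 1 UMI at day 3, followed by Gdf15, Gadd45b, Cd83 and Id3, and Ccl6, Fn1, Ednrb, Ltc4s and Mmp19 fell most. On both days, these changes can partly come from the mix of clusters in the class.

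In smooth muscle-like cells, Hp, Lcn2, Saa3, Ccl2 and Ccl7 rose most between days 3 and 7. Hp (ENSMUSG00000031722), with 2 UMIs at day 3, was 615 times higher (169.8 to 5086), but 977 of its 980.0 UMIs at day 7 came from 25 cells of the mixed sub-cluster N2. Crct1 (ENSMUSG00000027913) was at least 52.8-fold lower at day 7, with all of its 199 UMIs of day 3 in N2, followed by Cryab, Idi1 and Msmo1. Between days 3 and 14, Ccl2, Gdf10, Tcap, Igfbp5 and Ltbp4 rose most, Ccl2 by a ratio of 10.6 (7.40 to 15.6). Of the 176 Ccl2 UMIs of day 14, 1 lay outside N2. The others came from 1 cell, as N2 gave 1 of the 78 smooth muscle-like cells of day 14. Outside N2, Ccl2 had 1 UMI at day 14 against 18 at day 3, a ratio of 0.0617 (0.00148 to 0.391). Spp1 (ENSMUSG00000029304), with 1 UMI at day 14 against 4513 at day 3, was 0.000494 (1.25e-05 to 0.00275) times its day 3 level, followed by Hist1h2ap, Timp1, Top2a and Fbln2. Outside N2, Spp1 had 0 UMIs at day 14 against 440.0 at day 3, and of the day 3 UMIs, 7 of 558 for Hist1h2ap and 3 of 237 for Top2a lay there. Of the 10 named genes of each comparison, 6 at day 7 and 9 at day 14 kept their direction outside N2.

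Among other immune-like classes, the largest rises from day 3 to day 7 were Xcl1 in T cell-like cells, 57.2 times higher (22.3 to 210.2), Ltb in NK cell-like cells, 6.31 times higher (3.95 to 10.8), Cxcl9 in dendritic-like cells, 127 times higher (49.5 to 468), and Nr4a2 in neutrophil-like cells, 8.91 times higher (6.28 to 12.9). The largest falls were Gzmb, Ccl4, Gda and Wfdc17 in the same order, with Ccl4 in NK cell-like cells at 0.0592 (0.0543 to 0.0644) of its day 3 level. In T cell-like cells at day 14, Xcl1 was 28.3 times higher (10.9 to 105) and Ccl5 0.227 (0.215 to 0.240) times its day 3 level.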

Values the study reported

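For the uninjured carotid artery, the study described a separate dataset made with an adapted digestion, which is not among the 4 libraries analysed here. In that dataset of 15,285 cells, the study reported that 88.6% were smooth muscle cells, 9.3% were fibroblasts, 1.6% were endothelial cells and 0.5% were macrophages.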

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

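The tests of free RNA, of doublets and of a cell state in the day 7 cluster were chosen only after the result was seen. The test of a mixture of single cells was written before its value was computed, although a related value had been seen, and the test of the mixed sub-cluster was written before its result.

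A cluster left unnamed, and so outside the class comparisons of the report, drew a closer look because it held collagen and macrophage genes together. It comprised 331 of the 2693 day 7 cells, or 12.3% (95% interval 11.1 to 13.6), 4 barcodes of day 14 and none of days 0 and 3. Over all 32 clusters it ranked first by the lowest level of the 5 SEM genes, each gene taken relative to its level in the sum of all cells, with a lowest log2 value of -0.53 against -1.41 in the next cluster. Its Col1a1 stood at 4563 CPM (4312 to 4826) and its Lgals3 at 695 CPM (599 to 803), while the rest of the day 7 library held 4446 CPM and 894 CPM. The median UMI count of its barcodes was 756, against 8745.5 in the named cells of day 7.

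The tables argue against several explanations of this cluster, some of them only for barcodes with little free RNA. Doublets of fibroblast-like and monocyte/macrophage-like cells would hold at least as many UMIs as single cells, but the ratio of medians was 0.0864. A mixture of single cells of both classes would make the collagen share vary widely between barcodes, but its variance was 1.38 times that of sampling, against 45.5 times in named cells thinned to the same depth. For macrophage genes the ratio in the cluster was 0.946. A cell state that uses both gene sets, with little free RNA beside it, would leave the markers of T cell-like, NK cell-like, B cell-like and neutrophil-like cells far below the library's level. Their median log2 ratio to the rest of the library was -0.14. Where free RNA makes up much of a barcode, neither this value nor the variances can exclude a cell state or a mixture beneath it. Free RNA in barcodes with little RNA of their own stays open as a candidate explanation, since markers of every named class lay near the level of the library. The lowest class median was -0.67, from 1 marker of plasmacytoid dendritic-like cells, and the others ranged from -0.34 to 0.53, whereas the lowest median of another class was between -2.54 and -4.51 in the named classes.

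Across 9292 genes, which are not independent replicates, the cluster's profile correlated with the rest of the day 7 library at 0.904 and with the closest class at 0.795. It was not an even sample of the library, with haemoglobin genes at 777 CPM against 39.3 CPM, ribosomal protein genes at 90858 CPM against 174841 CPM, and Malat1 at 9763 CPM against 24016 CPM. Damaged cells were not tested as a source. The cluster could not be matched to the study's SEM cells, as the study's cell annotation was not used here. Beyond the cell state above, no biological explanation was tested, and with 1 library per day the day 7 group cannot be separated from the preparation of its library.

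A set of acute-phase and chemokine genes, Saa3, Lcn2, Hp, Ccl2 and Ccl7, drew a closer look because their medians moved in opposite directions in 2 classes between days 3 and 7. They were the 5 largest rises in smooth muscle-like cells, with a median log2 ratio of 4.25, so that side was selected for its size. In fibroblast-like cells their median was -2.16, and 4 of the 5 fell, with Hp the exception. The difference was not tested, as each day had 1 library. In monocyte/macrophage-like cells the median was -0.83, and in fibroblast-like cells outside the mixed sub-cluster -0.85.

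The rise in smooth muscle-like cells lay almost wholly in the mixed sub-cluster N2, which gave 23 of the 92 smooth muscle-like cells at day 3 and 25 of the 73 at day 7. In those cells the median log2 ratio was 4.54. Without them, the median over the 5 genes was -0.41, with 3 genes lower at day 7 and 2 higher. Of the higher ones, Lcn2 had a ratio of 13.2 (3.91 to 69.4) on 3 and 20 UMIs, and Hp had 0 and 3 UMIs. A candidate explanation is therefore that cells of the mixed sub-cluster were counted as smooth muscle-like. Saa3, Lcn2, Hp and Ccl7 were among the genes available to the clustering, so the sub-cluster may partly be defined by them. Whether those cells are smooth muscle cells that took up an acute-phase programme, or cells of another class, was not tested. A difference in depth was not tested either, and the median UMIs of the sub-cluster were 50343 at day 3 and 44983 at day 7.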

How the results depend on the processing

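Of the tests in this part, the alternatives that left out the smooth muscle-like cells of the mixed sub-cluster, all of its cells, or endothelial-like cells were chosen only after seeing the data. No paired analysis was possible because each time point had 1 library. A value was taken as moved when it left the interval of the reported value, or for a count when it changed over 1.5 times, and the cause was not tested unless stated. A value was taken as reversed only when its reported interval excluded no change and the recomputed value lay on the other side. Of 296 recomputed main values, 227 stayed within their intervals, 62 moved and 7 reversed. Values whose interval allowed no change were not counted as reversed, even where they crossed it.

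The fall of the fibroblast-like share kept its direction in all 9 alternatives run, with ratios to day 0 of 0.161 to 0.273 at day 3, 0.0619 to 0.128 at day 7 and 0.501 to 0.677 at day 14. The neutrophil-like ratio of day 7 to day 3 stayed between 0.266 and 0.290. The matrix genes rose in all 12 alternatives, by 1.28 to 1.97 at day 3, 2.44 to 2.74 at day 7 and 1.89 to 2.05 at day 14. The contractile genes stayed below day 0 in all 12 alternatives at day 3 (-1.06 to -0.13) and day 7 (-1.40 to -0.31). Inflammatory genes in monocyte/macrophage-like cells stayed raised in the 2 alternatives run.

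When each library was clustered on its own, 4 values reversed by that rule. The smooth muscle-like share of non-immune cells reversed to 0.788, 0.988 and 0.696 times its day 0 value at days 3, 7 and 14, and the contractile genes at day 14 to 0.34. At day 0 this setting named 63 smooth muscle-like cells in place of 19, which lowers each ratio to day 0. Fibroblast-like ratios moved to 0.273, 0.128 and 0.501, smooth muscle-like ratios to 0.235, 0.165 and 0.335, and the monocyte/macrophage-like ratio of day 14 to day 3 to 0.712. The smooth muscle-like ratios of days 3 and 14 thereby went from 1.06 and 1.24, whose intervals allowed no change, to a fall. The fibroblast-like ratio among non-immune cells moved to 0.912 and 0.766 at days 3 and 7, the contractile genes to -0.25 and -0.93, and the matrix genes at day 14 to 2.05.

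With the mean of each cell's CPM, which gives shallow cells the same weight as deep ones, the contractile genes reversed at day 14 to 0.15 and moved to -0.13 and -0.38 at days 3 and 7. Matrix genes moved to 1.28 and 2.60 at days 3 and 7, inflammatory genes at day 7 to 1.04, and resident or repair genes to -0.65 and -0.14 at days 7 and 14. The SEM genes moved to 0.26, 1.41 and 1.37 at days 3, 7 and 14, and the transcription factor genes to 0.75, 1.32 and 0.92.

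With at least 500 genes and at most 10% mitochondrial UMIs, the smooth muscle-like ratio of day 7 to day 0 moved to 0.156, and to 1.33 among non-immune cells, the fibroblast-like ratio among them to 0.813 and the monocyte/macrophage-like ratio of day 14 to day 3 to 0.678. Contractile genes moved to -0.51 and -0.31 at days 3 and 7, matrix genes at day 7 to 2.44 and the day 3 cycling share of monocyte/macrophage-like cells to 8.28%. With no doublets removed, that ratio moved to 0.395 and that cycling share to 1.43%. With 2 times the share removed as doublets, they moved to 0.630 and 7.40%, contractile genes to -0.35 and -0.43, matrix genes at day 7 to 2.52 and the day 3 cycling share of smooth muscle-like cells to 1.75%.

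At a Leiden resolution of 2, the fibroblast-like ratio moved to 0.161 and 0.0619 at days 3 and 7, the monocyte/macrophage-like ratio to 0.642 and the matrix genes at day 7 to 2.53. With all variable genes, the monocyte/macrophage-like ratio moved to 0.643. Without mitochondrial, ribosomal protein and haemoglobin genes in the CPM, the SEM genes moved to 1.06 at day 3 and 1.59 at day 7, and without cells that had a Ptprc UMI to 1.71 at day 7. Without the smooth muscle-like cells of the mixed sub-cluster, contractile genes moved to -0.39 and -0.44 at days 3 and 7. With all cells of that sub-cluster left out, the SEM genes at day 3 reversed to -0.29 and the transcription factor genes at day 3 to -0.22, while the SEM genes at day 7 moved to 1.59 and the matrix genes at day 3 to 1.65. With endothelial-like cells left out, the SEM genes at day 7 moved to 1.70. At a sub-cluster resolution of 0.8, N0 at day 14 moved to 32.6% and N2 at day 3 to 24.9%.

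Without thinning, the day 3 cycling shares moved to 17.6% in fibroblast-like, 16.3% in monocyte/macrophage-like and 28.3% in smooth muscle-like cells, and by phase score to 22.9% and 24.9% in the first 2 of these. Deeper cells have more UMIs to count, and 26 of 29 shares by proliferation genes were higher unthinned. Counting cells with 1 UMI moved the monocyte/macrophage-like share to 9.83%.

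Of 843 other values, which are shares and counts with no direction to reverse, 668 stayed within their intervals and 175 moved. Of the moved ones, 23 were shares of unnamed cells and 17 shares of dendritic-like cells. Some alternatives gave no value because a class fell under 20 cells. These were cycling shares of dendritic-like cells at day 14 (no filter, the stricter filter, no regression, own clustering), NK cell-like cells at day 14 (2 times the share removed as doublets, resolution 2, own clustering), plasmacytoid dendritic-like cells at day 7 (resolution 2), and B cell-like cells at day 14 and endothelial-like cells at day 3 (thinning to 1500 UMIs). The depth of day 0 limits most ratios, as 19 smooth muscle-like, 7 endothelial-like and 3 monocyte/macrophage-like cells were found there.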

Other observations

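The tests of doublets in the deep sub-cluster and of the 5 early genes in T cell-like cells were chosen only after the result was seen. The other tests of this part were written before their values were computed.

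The non-immune sub-cluster N2 had a median of 46318.5 UMIs per cell, and its cells had a median of 8.52 times the median of their own library. Doublets with immune cells would carry Ptprc at a large part of its level in monocyte/macrophage-like cells, but its level in N2 was 1.05% of that (6.50 against 619 CPM). The tables also argue against doublets of fibroblast-like with smooth muscle-like cells. In its fibroblast-like cells of days 3 and 7, 10 smooth muscle markers stood at a median of 2.12% (highest 11.5%) of their level in smooth muscle-like cells outside N2 (3.10% in fibroblast-like cells outside it). In its smooth muscle-like cells, 12 fibroblast markers stood at a median of 6.23% (highest 53.1%) of their level in fibroblast-like cells outside N2 (5.04% in smooth muscle-like cells outside it). Pairs of the fibroblast-like cells outside N2 do not account for its fibroblast-like cells of day 3. Their median was 62.1 times that of the fibroblast-like cells outside N2 (49932 against 804 UMIs). As N2 held 96.1% of the fibroblast-like UMIs of day 3, this comparison cannot decide on pairs of deeper fibroblast-like cells.

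Pairs of cells of one class stay open as a candidate explanation for the rest of N2, as do pairs of deeper fibroblast-like cells at day 3. At day 7, the fibroblast-like cells of N2 had 1.83 times the median UMIs of those outside it, and its smooth muscle-like cells had 3.52 and 4.75 times at days 3 and 7. A mixture cannot exceed its parts, but few genes lay over 2 times above every other group of their library. There were 4 in fibroblast-like cells at day 7 (1 at day 3), and 4 and 3 in smooth muscle-like cells at days 3 and 7, against at most 1 in simulated pairs. The median doublet score of N2 was 0.065, against 0.049 over all other non-immune cells. No biological explanation was tested.

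Col2a1 at day 14 was unusual for a fibroblast gene, as all 2663 of its UMIs came from 22 of 497 fibroblast-like cells. In monocyte/macrophage-like cells of the same library, a class that should lack the gene, it had 7 UMIs (4.79 CPM against 298 CPM), with median depths of 7515.5 and 18650.0 UMIs. A list of cartilage genes was compared between the 25 cells with the highest Col2a1 share and the other fibroblast-like cells of day 14. Its median log2 ratio was 3.40 over 11 genes, and 8 of the 11 were raised over 4-fold. Chad stood at 436 CPM against 0.119 CPM, Acan at 283 CPM against 2.26 CPM and Col9a3 at 258 CPM against 1.55 CPM. Matn1 had no UMI in either group, Matn3 was at 9.35 CPM against 7.96 CPM, and Sox9, the single gene of the list above 10 CPM in the other fibroblast-like cells, was at 76.7 CPM against 25.9 CPM. A candidate explanation is that cartilage cells from neighbouring tissue entered the dissection of day 14. A change of vessel wall cells toward cartilage, which the day 14 group would allow, was not tested and stays open. Of the 25 cells, 19 lay in sub-cluster N0 and 3 in N7, and these sub-clusters held 66.7% and 33.2% of the Col2a1 UMIs.

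T cell-like cells at day 0 had a high cycling share, 26.1% of 23 cells. Developing T cells of the thymus, a gland near the dissected vessel, were considered as a candidate explanation. The full list of 12 genes of developing T cells had a median log2 ratio of 1.55 over T cell-like cells of later days, between the values set beforehand for and against, and 7 of the 12 genes were also present at 10 CPM or more in those later cells. Its most abundant genes at day 0 were Tcf7 at 752 CPM (209 CPM later), Dntt at 461 CPM (1.47 CPM later) and Cd8b1 at 453 CPM (179 CPM later). From this list the explanation therefore stayed open. The 5 genes of the earliest stages (Rag1, Rag2, Ptcra, Dntt and Arpp21), which the later cells nearly lack, had a median of 4.43. They gave 292 UMIs in 10 of the 23 day 0 cells, against 9 UMIs in 4 of 545 later T cell-like cells and 1 UMI in 1 of 306 other day 0 cells. The median depths of these 3 groups were 6852, 5458 and 5502.5 UMIs. Of the 23 cells, 9 had been assigned from the cluster led by cell cycle genes. A part of the day 0 T cell-like class may thus be developing T cells from outside the vessel wall, a hypothesis found and tested on the same data.

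A library of female mice would have Xist above the Y-linked genes. The highest ratio of Xist to Y-linked UMIs over the 4 libraries was 0.0382%, with 0, 1, 1 and 1 Xist UMIs against 464, 2943, 5016 and 2619 UMIs of 4 Y-linked genes, which argues against a library of female mice. The test could not see a swap of labels among libraries of male mice.

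At day 0, smooth muscle-like cells made up 5.78%, fibroblast-like cells 71.1%, endothelial-like cells 2.13% and monocyte/macrophage-like cells 0.912% of 329 cells. The shares quoted from the study above refer to another dataset, population and denominator, so no direction is given.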
